# Immunosuppression via adenosine receptor activation by adenosine monophosphate released from apoptotic cells

**DOI:** 10.7554/eLife.02172

**Published:** 2014-03-25

**Authors:** Hiroshi Yamaguchi, Toshihiko Maruyama, Yoshihiro Urade, Shigekazu Nagata

**Keywords:** apoptosis, macrophage, inflammation, adenosine receptors, mouse

## Abstract

Apoptosis is coupled with recruitment of macrophages for engulfment of dead cells, and with compensatory proliferation of neighboring cells. Yet, this death process is silent, and it does not cause inflammation. The molecular mechanisms underlying anti-inflammatory nature of the apoptotic process remains poorly understood. In this study, we found that the culture supernatant of apoptotic cells activated the macrophages to express anti-inflammatory genes such as *Nr4a* and *Thbs1*. A high level of AMP accumulated in the apoptotic cell supernatant in a Pannexin1-dependent manner. A nucleotidase inhibitor and A2a adenosine receptor antagonist inhibited the apoptotic supernatant-induced gene expression, suggesting AMP was metabolized to adenosine by an ecto-5’-nucleotidase expressed on macrophages, to activate the macrophage A2a adenosine receptor. Intraperitoneal injection of zymosan into *Adora2a-* or *Panx1-*deficient mice produced high, sustained levels of inflammatory mediators in the peritoneal lavage. These results indicated that AMP from apoptotic cells suppresses inflammation as a ‘calm down’ signal.

**DOI:** http://dx.doi.org/10.7554/eLife.02172.001

## eLife digest

Infections, toxins, and trauma can all injure tissue and cause the cells inside the tissue to die. When a cell dies, the membrane that surrounds it ruptures and its contents spill out, triggering inflammation of the surrounding tissues. This inflammation is part of the body’s efforts to begin the healing process but, if left uncontrolled, inflammation itself can cause further tissue damage.

Diseased or damaged cells can also ‘choose’ to kill themselves to protect other healthy cells. This process, which is called apoptosis, also eliminates about 100,000 cells that are too old, or just no longer needed, from the human body every second. A cell undergoing apoptosis essentially dismantles itself, and the remains of the cell are packaged up, and cleared away by the white blood cells. Interestingly, this programed cell death releases many of the same molecules as other dying cells, but does so without triggering inflammation. The reason behind this lack of inflammation has not been clear.

Now, Yamaguchi et al. have addressed this issue, and shown that cells undergoing apoptosis also release a chemical called adenosine monophosphate (AMP) that acts as a ‘calm down’ signal. The AMP is processed by white blood cells to a simpler chemical, which ‘switches on’ various genes in the white blood cells. This leads to the production of proteins that suppress the inflammation that would otherwise be triggered by other molecules released from the cells undergoing apoptosis. The findings of Yamaguchi et al. show how the community of cells in our body is kept in a healthy balance, and in the future, could improve our understanding and the treatment of inflammatory diseases.

**DOI:** http://dx.doi.org/10.7554/eLife.02172.002

## Introduction

Approximately, 100,000 cells undergo apoptosis every second in our bodies, and are engulfed by macrophages and immature dendritic cells (Fuchs and Steller, 2011). Inefficient clearance of apoptotic cells causes systemic lupus erythematosus (SLE)-type autoimmune disease in humans and mice (Botto et al., 1998; Hanayama et al., 2004; Munoz et al., 2010). Apoptotic cells characteristically expose ‘eat me’ signal(s) to macrophages (Nagata et al., 2010; Ravichandran, 2011), and one of the primary ‘eat me’ signals is phosphatidylserine (PtdSer). PtdSer is a phospholipid that localizes to the inner leaflet of plasma membranes in healthy cells; however, when cells undergo apoptosis, it is exposed on the outer cell surface in a caspase-dependent manner (Fadok et al., 2001; Leventis and Grinstein, 2010; Suzuki et al., 2013). Macrophages express membrane proteins that function as receptors for PtdSer (e.g., Tim-4, stabllin 2, and BAI1), or opsonins that bind to PtdSer (e.g. MFG-E8, Protein S, and Gas6) (Nagata et al., 2010). Masking the PtdSer on apoptotic cells prevents their engulfment by macrophages, supporting the idea that PtdSer is an important ‘eat me’ signal.

Apoptotic cells also produce ‘find me’ signals to attract macrophages (Ravichandran, 2011). Lysophosphatidylcholine (LPC) (Lauber et al., 2003), ATP/UTP (Elliott et al., 2009), fractalkine (Truman et al., 2008), and sphingosine-1-phosphate (S1P) (Gude et al., 2008) are released from apoptotic cells in a caspase-dependent manner. Macrophages express specific receptors for these signals (P2Y_2_ for ATP and UTP, CX3CR1 for fractalkine, and S1PR1 for S1P), which may mediate migration to the dying cells (Ravichandran, 2011). The ‘find me’ signals are thought to prime macrophages for engulfment, for example by enhancing the expression of MFG-E8 (Miksa et al., 2007). On the other hand, LPC, ATP/UTP, and S1P are known to cause inflammation (Trautmann, 2009; Maceyka et al., 2012; Meyer zu Heringdorf and Jakobs, 2007), which may contradict the anti-inflammatory nature of the apoptotic process. In addition, several groups showed that apoptotic cells produce growth-stimulating molecules such as Wnt3 or prostaglandin E2 (Chera et al., 2009; Huang et al., 2011; Mollereau et al., 2013), which is also against the silent nature of the process. Thus, how the anti-inflammatory character of the apoptosis is maintained during the process has been unclear.

In this study, we found that soluble factors derived from the apoptotic cells activated macrophages to express immediate early response genes including anti-inflammatory genes such as *Nuclear receptor 4A* (*Nr4a)* and *Thrombospondin* (*Thbs*)*1*. Using *Thbs1* gene expression as a marker, the molecule responsible for the gene expression was identified as AMP. The overexpression of Pannexin 1 in apoptotic cells accelerated the accumulation of AMP in the culture supernatant of apoptotic cells, while a caspase-resistant form of Pannexin 1 inhibited the AMP accumulation. An inhibitor of ecto-5′-nucleotidase blocked the AMP-induced activation of the *Thbs1* gene in macrophages, while macrophages from A2a adenosine receptor (*Adora2a*)-deficient mice did not respond to AMP. These results indicated that AMP from apoptotic cells was converted to adenosine by an ecto-5′-nucleotidase on macrophages, and that the adenosine activated a set of genes in macrophages via the A2a adenosine receptor. Mice deficient in *Adora2a* or *Panx1* exhibited prolonged peritonitis following intraperitoneal zymosan injection, suggesting that the AMP released from apoptotic peritoneal cells exerted an anti-inflammatory effect by activating the A2a adenosine receptor.

## Results

### Gene expression in macrophages by a factor released from apoptotic cells

If apoptotic cells produce ‘danger’ or ‘anti-danger’ signal(s), we rationalized that such signals would activate gene expression in macrophages. To investigate this possibility, we examined the effect of the culture supernatant from apoptotic cells on macrophage gene expression. Mouse WR19L transformants expressing Fas (W3 cells) were treated with Fas ligand (FasL) for 30 min, washed, and then further incubated for 60 min. Following FasL treatment, more than 90% of the W3 cells were Annexin V positive, and only small percentage were positive for both Annexin V and propidium iodide (PI) (Figure 1—figure supplement 1), indicating that the majority of cells had undergone apoptosis but not necrosis. 

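The microarray comparison rests on 2 arrays, 1 for BMDMs with medium and 1 for BMDMs with apoptotic cell supernatant. No array holds the supernatant of living W3 cells. The arrays therefore cannot separate an effect of apoptosis from that of medium in which W3 cells were kept. The paper compared living and apoptotic cell supernatants by RT-PCR, for Nr4a1, Nr4a2 and Thbs1 in Fig. 1B. BMDMs are macrophages grown from bone marrow with M-CSF. Here the donors were C57BL/6J females aged 8 weeks, and the cells were cultured for more than 7 days. W3 cells are a mouse T cell line that expresses Fas, the receptor for FasL. They received 30 units/ml FasL for 30 min and then stood for 60 min in medium with 1% FCS, and the macrophages were exposed to their supernatant for 1 hr. The sample labels give the control medium as RPMI with 10% FCS, so by these sources the serum content differed between the 2 conditions. Biotin-labelled cRNA was hybridized to an Affymetrix array of the mouse genome, on which a gene is read by 1 or more probe sets.
The authors deposited MAS5 signals, an intensity on a linear scale for each of 45101 probe sets. On both arrays the mean after trimming 2% of the probe sets at each end was 500.0, so each array carries a single scaling factor. The median signal was 53.0 with medium and 49.3 with the supernatant. A floor for dim signals was set at 38.4, the higher of the 2 arrays' 95th percentiles over 80 probe sets of olfactory and vomeronasal receptors, which macrophages are taken not to express. With medium 25038 probe sets lay above it, and with the supernatant 24447. Among the 22998 probe sets above it on both arrays, the log2 ratio of supernatant to medium had a median of -0.03 and an SD of 0.36. Signals under the floor were set to it before genes were compared, so a ratio with 1 signal under it is a lower bound and is written as "at least". A gene was represented by its probe set with the highest mean signal, and 11977 of 18194 named genes were above the floor on at least 1 array. With 1 array per condition there is no replicate, so no difference has a p-value or an SD, and the number of arrays limits the precision.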

Mouse bone marrow-derived macrophages (BMDMs) were then incubated for 1 hr with the supernatant of FasL-treated W3 cells, and subjected to microarray analysis. As shown in Figure 1A, the mRNA levels of *N-myc (Mycn)*, *Nr4a* orphan nuclear receptor family members, *Egr* transcription factors (*Egr2* and *Egr3*), *Thrombospondin 1* (*Thbs1*), and *Il-1β* were 15- to 200-fold higher in the macrophages treated with apoptotic cell supernatant than in the control, untreated macrophages. 

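The transcription factors Nr4a1, Nr4a2, Nr4a3, Egr2 and Egr3 had higher signals with the apoptotic cell supernatant than with medium. Nr4a1 read 212 with medium and 7584 with the supernatant, 35.8-fold higher. Nr4a2 read 156 and 6924, 44.3-fold higher, and Egr3 180 and 6596, 36.7-fold higher. Mycn, a transcription factor of the Myc family, read 15.7 with medium, which is under the floor, and 3224 with the supernatant. Its ratio as deposited is 205, and against the floor it was at least 84.0-fold higher. Nr4a3 was likewise under the floor with medium (20.3) and read 613 with the supernatant, at least 16.0-fold higher. Il1b, which encodes the inflammatory cytokine interleukin 1 beta, was 22.7-fold higher (81.3 and 1845).
Several of these genes are read by more than 1 probe set. For Nr4a2, 4 of the 5 probe sets above the floor were at least 2-fold higher, and the remaining one had a ratio of 1.00. Both probe sets of Egr2 were higher, by 12.2-fold and 15.1-fold. Thbs1, a secreted glycoprotein of the extracellular matrix, was 20.9-fold higher on its brighter probe set (56.2 and 1175) and 8.84-fold higher on the other. The Thbs1 signals printed in Fig. 1A match a further probe set, which the annotation gives to both Pald1 and Thbs1 and which was 25.9-fold higher. For Mycn and Nr4a3 the difference rests on 1 probe set each, since the other 2 of each gene were under the floor on both arrays. With the mean log2 signal of all probe sets Nr4a2 was 9.05-fold, Egr3 9.76-fold and Thbs1 13.6-fold higher. The means of Mycn and Nr4a3 with medium lay under the floor and leave only lower bounds. These were 2.28-fold for Mycn and 1.745-fold for Nr4a3, the latter a bound under 2-fold. With the floor added as a pseudocount Thbs1 was 12.8-fold higher. With the floor 2 times as high Mycn was at least 42.0-fold and Nr4a3 at least 7.99-fold higher. The paper had reasoned that a danger or anti-danger signal from apoptotic cells would activate genes in macrophages, and from the array it states that these mRNA levels were higher with the apoptotic cell supernatant.

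**Figure D1:**
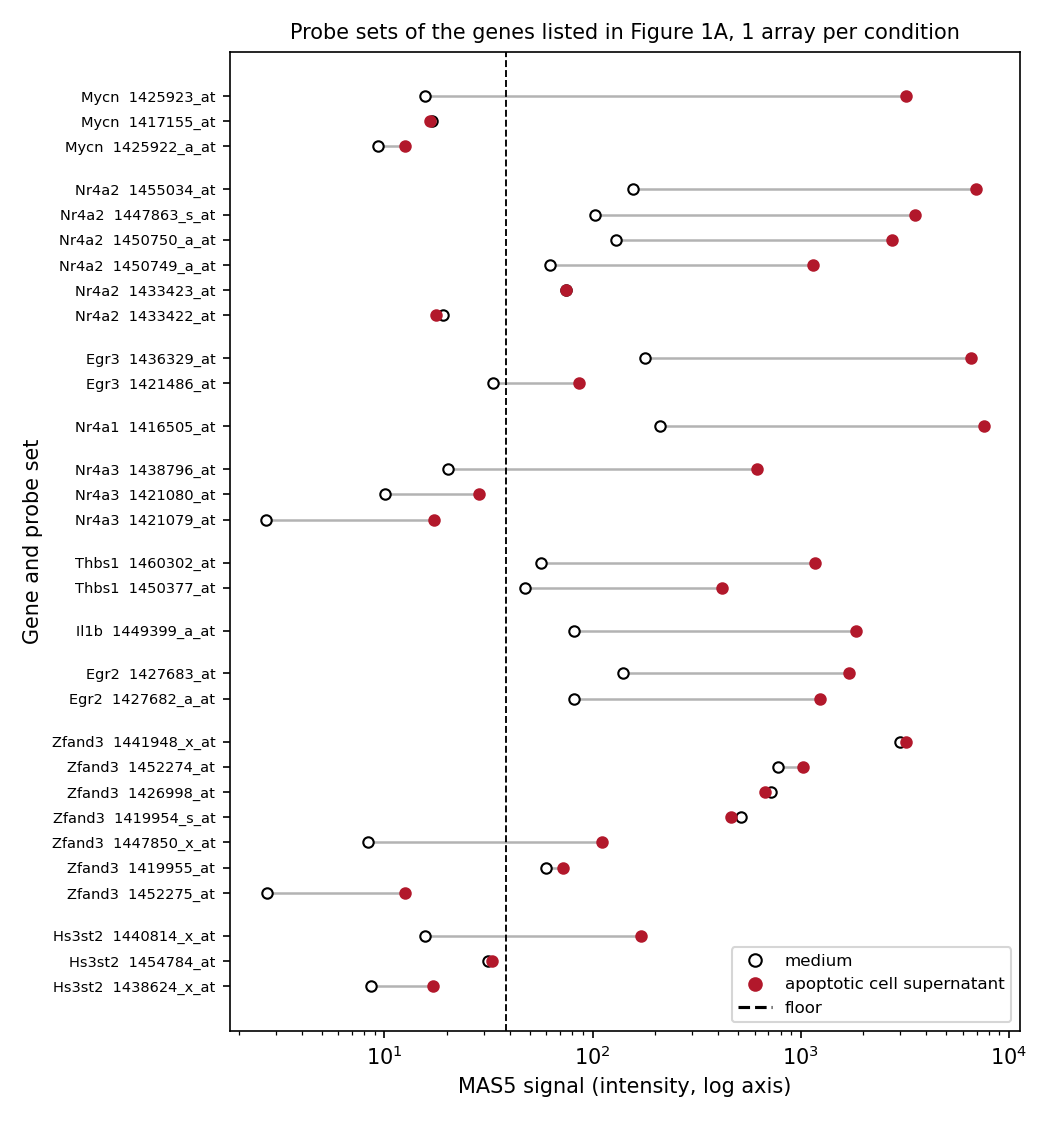
MAS5 signal (intensity, log axis) of every named probe set of the genes in Fig. 1A, with medium (open circles) and with apoptotic cell supernatant (filled circles), 1 array each, and the floor of 38.4 as a dashed line. The brightest Mycn probe set runs from 15.7 to 3224 while the other 2 stay left of the floor, and the brightest Zfand3 probe set reads 2997 and 3221.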

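Lists of immediate early genes and of genes regulated by cAMP and CREB, which hold several of these genes, had higher medians with the supernatant. Of 27 measured immediate early genes, 10 were at least 2-fold higher and 1, Atf3, was 2.18-fold lower, and the list's median log2 ratio was 0.85. Without the genes of Fig. 1A, a comparison added after the data were seen, 5 of the remaining 22 were at least 2-fold higher and the median was 0.50. Of 22 measured cAMP and CREB target genes, 12 were higher and 1 (again Atf3) lower, with a median of 1.198, and without the genes of Fig. 1A 8 of 18 were higher, with a median of 0.85. These 8 include Fosb and Vegfa, and, named after their values were seen, Nfil3 (4.67-fold), Pde4b, a cAMP phosphodiesterase (4.27-fold), and Crem (3.42-fold). Without the genes of Fig. 1A the medians of both lists lay at percentile 100.0 of 10000 random lists of the same size and mean signal, as did those of the pro-inflammatory, NF-kB and MAP kinase phosphatase lists, while the type I interferon list lay at 0.0 and the growth factors at 1.9, which describes these 2 arrays and is not a test. Egr1 and Fos, which belong to the first list, read 205 and 168, and 13450 and 19600.
Of 14 measured pro-inflammatory cytokines and chemokines, 7 were at least 2-fold higher. Besides Il1b they were Ptgs2, the inducible cyclooxygenase (9.10-fold), Cxcl3 (5.93-fold), Ccl7 (4.64-fold), and Ccl2, Ccl3 and Ccl4, which were named after their values were seen. Tnf was 2.01-fold lower (503 and 251), while Cxcl2, the gene of MIP-2, was 1.79-fold higher (842 and 1510). The Tnf log2 ratio was -1.01, and from -0.98 to -0.96 after median-centring, quantile normalization or loess, just short of 2-fold. Il6 was under the floor on both arrays. Among 19 measured anti-inflammatory mediators 6 were at least 2-fold higher, and 4 of these are the Nr4a genes and Thbs1, without which the list's median was 0.10, at percentile 98.1. The other 2 were the growth factor Vegfa (5.30-fold) and the phosphatase Dusp1 (2.54-fold). Il10 read 90.5 and 151, and Tgfb1 1077 and 1044. Of 18 measured NF-kB feedback and target genes 4 were at least 2-fold higher, namely Rel, Nfkbie, Nfkbid and Zc3h12a, and Zc3h12a stood at 2.00-fold. The type I interferon list had a median log2 ratio of -0.36, with Mx1 2.20-fold lower, Stat2 2.01-fold higher and 14 members in between. Of 18 T cell markers named on the array, 13 were under the floor on both arrays and none of the 5 measured was 2-fold higher.

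**Figure D2:**
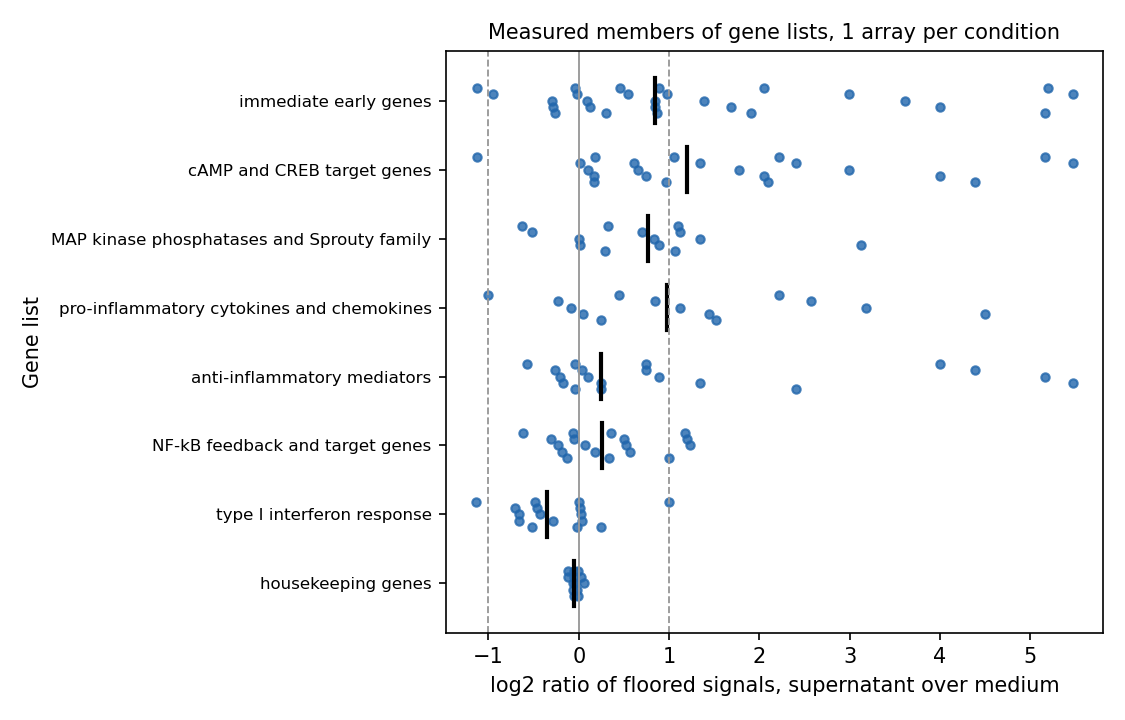
Log2 ratio of floored signals, supernatant over medium, for each measured member (points) of 8 gene lists, with the list's median as a bar and dashed lines at a 2-fold difference. The cAMP and CREB list has the highest median (1.198) and the type I interferon list the lowest (-0.36), and none of 13 housekeeping genes lies outside the dashed lines.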

A real-time RT-PCR analysis confirmed that the supernatants of apoptotic cells but not of healthy cells strongly induced the expression of *Nr4a1*, *Nr4a2,* and *Thbs1* (Figure 1B). When W3 cells were treated with FasL in the presence of Q-VD-OPh, a caspase inhibitor (Caserta et al., 2003), the ability of the supernatant to upregulate the *Thbs1* gene was abrogated, indicating that the factor(s) responsible for upregulating *Thbs1* gene were generated in a caspase-dependent manner (Figure 1C). Thbs1 and Nr4a are known to suppress inflammation (Lopez-Dee et al., 2011; McMorrow and Murphy, 2011), and a danger signal such as ATP is unlikely to activate these genes.

**Figure 1.**
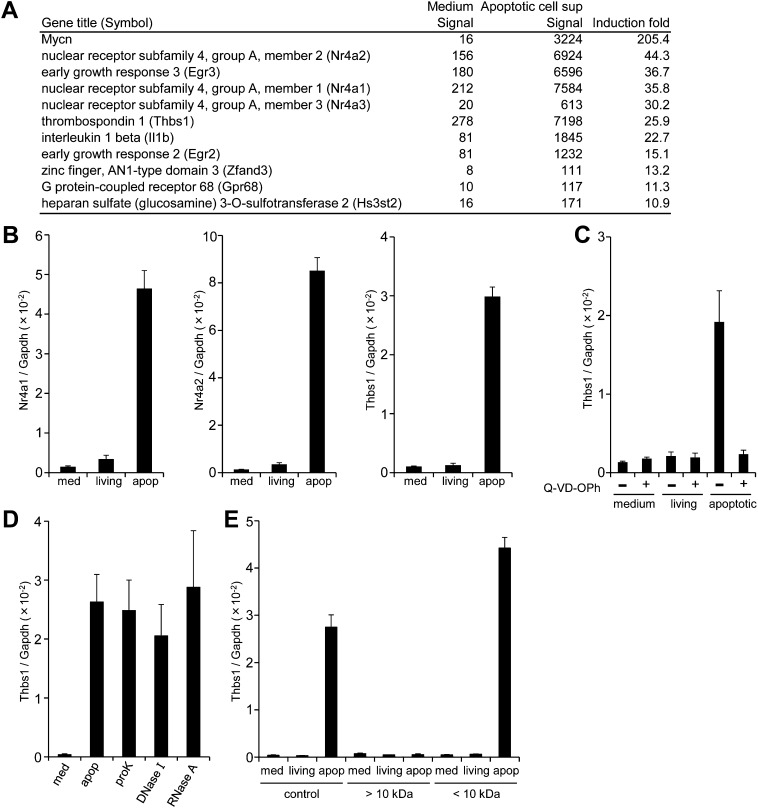
Factor(s) released from apoptotic cells stimulate gene expression in macrophages. (**A** and **B**) BMDMs were incubated for 1 hr with medium or with the supernatant of W3 cells that had been treated with (apoptotic) or without (living) 30 units/ml FasL. RNA from BMDMs was then subjected to microarray analysis. (**A**) Genes whose expression was upregulated more than 10-fold after incubation with the apoptotic cell supernatant are listed. (**B**) *Nr4a1*, *Nr4a2*, and *Thbs1* mRNA levels were quantified by real-time RT-PCR, and normalized to *Gapdh* mRNA. (**C**) W3 cells were pre-treated with or without 20 μM Q-VD-OPh for 20 min and stimulated with or without 30 units/ml FasL. BMDMs were then incubated for 1 hr with the supernatant of Q-VD-OPh-treated (+) or untreated (−) living or FasL-treated apoptotic W3 cells, and *Thbs1* mRNA levels were determined by real-time RT-PCR. (**D**) BMDMs were incubated with the supernatant of apoptotic W3 cells that had been treated with proteinase K (proK), DNase I or RNase A, and *Thbs1* mRNA levels were determined. (**E**) Medium, the culture supernatant of healthy W3 cells (living) or apoptotic W3 cells (apop) were subjected to ultrafiltration through a 10 kDa-cutoff filter, and the filtrate (<10 kDa) and concentrate (>10 kDa) were tested for their ability to induce *Thbs1* expression in BMDMs. Experiments were performed in triplicates, and the average values are plotted with SD (bars). All experiments were repeated at least twice with BMDM from different mice, and representative data are shown. **DOI:** http://dx.doi.org/10.7554/eLife.02172.003

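Each of the 11 entries of Fig. 1A has 1 probe set whose deposited signals and ratio match the printed ones when read to 2 significant digits, and 5 of these probe sets were under the floor with medium. By the ratio of the deposited signals, 814 probe sets were more than 10-fold higher with the supernatant and 1017 were more than 10-fold lower. With signals under the floor set to it, 13 probe sets, and at the gene level 8 genes, were more than 10-fold higher and none was more than 10-fold lower. Those 13 were read as Mycn, Nr4a1, Nr4a3, Egr3, Il1b, Thbs1, Egr2 (2 probe sets), Nr4a2 (4 probe sets) and the probe set shared by Pald1 and Thbs1. Zfand3, a zinc finger protein, was 13.2-fold higher on 1 probe set by its deposited signals (8.36 and 111) and at least 2.88-fold against the floor, while its brightest probe set had a ratio of 1.07 and the other 4 above the floor ranged from 0.899 to 1.32. Hs3st2, a heparan sulfate sulfotransferase, was at least 4.47-fold higher on 1 probe set (15.7 and 171), and its other 2 were under the floor on both arrays.
At the gene level 115 genes were at least 2-fold higher and 101 at least 2-fold lower, while over all probe sets 275 were higher and 323 lower. The split was 137 against 66 after quantile normalization and 131 against 69 after loess. At a 4-fold threshold 29 genes were higher and 1 was lower. That 1 gene, Slc30a3, a zinc transporter, was 8.50-fold lower (352 and 41.4). Its supernatant signal lay just above the floor and under the highest signal of the receptor probe sets (62.4). The size of this difference therefore rests on a dim signal. Plk2, a Polo-like kinase, followed among genes above the floor on both arrays (3.33-fold lower, 1094 and 329). With the mean log2 signal of both its probe sets its log2 ratio was 0.69. That mean was taken before flooring and the other probe set was under the floor, so this reversal rests on a dim signal. Tmem140 was 2.64-fold lower. The other 7 of the 10 largest differences downward, in Cysrt1, Arhgef4, 4921531C22Rik, Upk2, Fam83f, Evc and Sp6, had a supernatant signal under the floor.

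**Figure D3:**
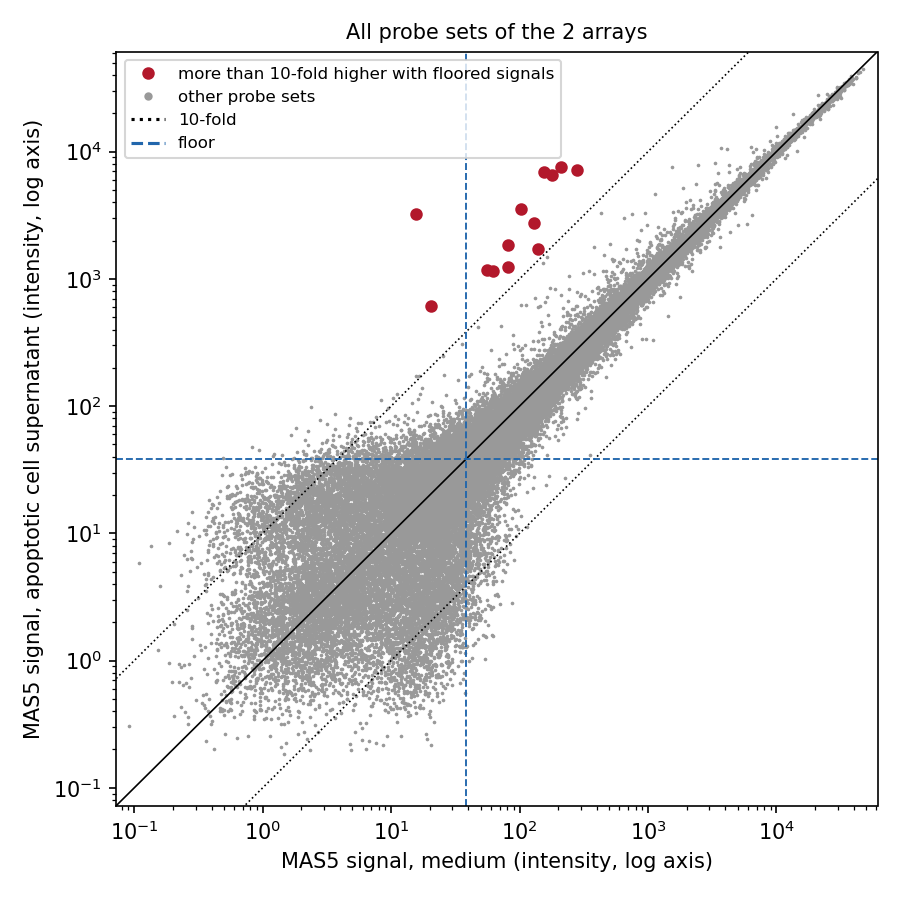
MAS5 signals (intensity, log axes) of all 45101 probe sets, medium against apoptotic cell supernatant, 1 array each, with equal signals as a solid line, a 10-fold difference as dotted lines and the floor of 38.4 as dashed lines. The 13 probe sets more than 10-fold higher with floored signals are red circles, and no probe set is more than 10-fold lower once both signals are floored.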

**Figure 1—figure supplement 1.**
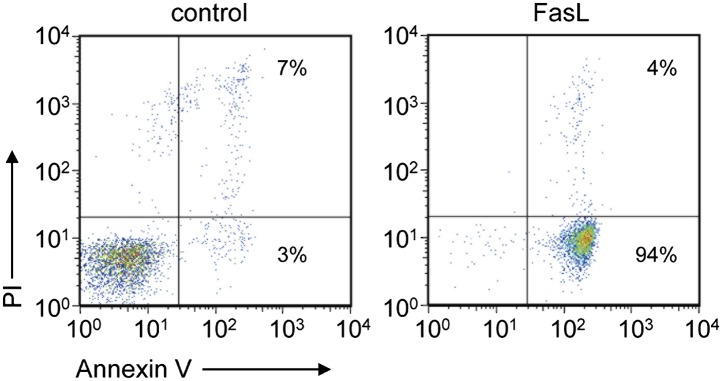
FasL-induced apoptosis in W3 cells. W3 cells treated with or without 30 units/ml FasL for 90 min were stained with a Cy5-labeled Annexin V and PI and analyzed by flow cytometry. The percentage of positively stained cells in each quadrant is indicated. **DOI:** http://dx.doi.org/10.7554/eLife.02172.004

Treatment of the apoptotic cell supernatant with proteinase K (50 μg/ml for 60 min), DNase I (6 U/ml for 60 min), or RNase A (5 μg/ml for 60 min) did not prevent its ability to enhance *Thbs1* gene expression (Figure 1D), suggesting that the factor(s) were not proteins or polynucleotides. When the supernatant was subjected to centrifugal ultrafiltration with a filter with a nominal cutoff of 10 kDa, most of the activity was found in the filtrate, and not in the concentrate (Figure 1E). These results indicated that the molecular weight of the factor(s) that activated the macrophages were less than 10 kDa, and may have been present as a free form.

### Identification of AMP as a factor that stimulates gene expression in macrophages

To identify the molecule(s) present in the apoptotic cell supernatant, the supernatant was subjected to LC-MS analysis. As shown in Figure 2A, various nucleotides and nucleosides such as AMP, UMP, cytidine, inosine, hypoxanthine, and uridine were present in the FasL-treated cell supernatant.

**Figure 2.**
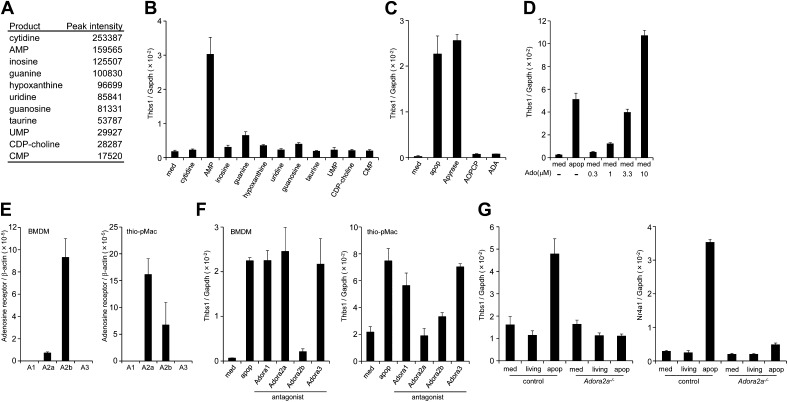
Identification of the factor in apoptotic cell supernatant that stimulates macrophage gene expression. (**A**) The supernatant of apoptotic W3 cells was subjected to LC-MS analysis. The relative concentration of each compound is represented by the base peak intensity. (**B**) BMDMs were incubated with medium containing 10 μM of the indicated reagents for 1 hr, and *Thbs1* mRNA levels were determined by real-time RT-PCR. (**C**) Apoptotic W3 cell supernatant was pretreated with 25 mU/ml apyrase at 37°C for 1 hr. BMDMs were incubated for1 hr with the pretreated or untreated supernatant, and the *Thbs1* mRNA levels were determined. BMDMs were also treated with the supernatant in the presence of 10 μM AOPCP or 0.9 U/ml adenosine deaminase (ADA), and the *Thbs1* mRNA levels were quantified as above. (**D**) BMDMs were incubated with apoptotic cell supernatant (apop) or medium supplemented with the indicated concentrations of adenosine (Ado), and the *Thbs1* mRNA levels were determined. (**E**) The mRNA levels of the *Adora1*, *Adora2a, Adora2b,* and *Adora3* expressed in BMDMs and thio-pMacs were determined by real-time RT-PCR, and normalized to *β-actin* mRNA. (**F**) BMDMs and thio-pMacs were incubated with W3 apoptotic cell supernatant and adenosine receptor antagonists, 5 nM 8-cyclopentyl-1,3-dipropylxanthine (DPCPX) (A1), 10 nM SCH58261 (A2a), 5 μM alloxazine (A2b), or 130 nM VUF5574 (A3), and *Thbs1* mRNA levels were determined. (**G**), Thio-pMacs from *Adora2a*^*+/+*^ (control) or *Adora2a*^*−/−*^ mice were incubated with medium, apoptotic or living W3 cell supernatants, and the *Nr4a1* and *Thbs1* mRNA levels were determined by real-time RT-PCR. Experiments were performed in triplicate, and the average values are plotted with SD (bars). All experiments were repeated at least twice with BMDM or thio-pMacs from different mice, and representative data are shown. **DOI:** http://dx.doi.org/10.7554/eLife.02172.005

To examine which molecule(s) in the apoptotic cell supernatant were responsible for the enhanced *Thbs1* gene expression, macrophages were incubated with the various compounds found in the apoptotic cell supernatant at 10 μM. The results indicated that AMP, but none of other nucleosides or nucleotides, activated macrophages (Figure 2B). Apyrase, an enzyme that catalyzes the hydrolysis of ATP to AMP, had no effect on the apoptotic cell supernatant activity, indicating that the factor was not ATP or ADP (Figure 2C). In contrast, adenosine-5’-O-(α, β- methylenediphosphate) (AOPCP), a non-hydrolyzable ADP analog that inhibits the ecto-5′-nucleotidase, blocked the *Thbs1* gene expression induced by the apoptotic cell supernatant (Figure 2C), indicating that adenosine, but not AMP, is responsible for activation of the *Thbs1* gene in macrophages. Treatment of the apoptotic cell supernatant with adenosine deaminase (ADA), that converts adenosine to inosine abrogated its ability to activate *Thbs1* gene expression (Figure 2C), confirming that adenosine was responsible for the activity. Accordingly, treating BMDMs with adenosine activated the *Thbs1* gene in a dose-dependent manner (Figure 2D). Since adenosine was undetectable in the supernatant of the FasL-treated W3 cells, we concluded that AMP in the supernatant of these cells was converted to adenosine by the ecto-5′-nucleotidase expressed on macrophages, resulting in the stimulation of gene expression in macrophages.

Extracellular adenosine is recognized by the G-protein coupled adenosine receptor family (Fredholm, 2007). A real-time RT-PCR analysis indicated that BMDMs and thioglycollate-elicited peritoneal macrophages (thio-pMacs) did not express A1 or A3 adenosine receptor (*Adora1* or *Adora3*), but predominantly expressed the A2b and A2a receptors (*Adora2b* and *Adora2a*), respectively (Figure 2E). Accordingly, an A2b antagonist (alloxazine) inhibited the apoptotic cell supernatant-induced *Thbs1* gene expression in BMDMs, but only weakly inhibited the induced Thbs1 gene expression in thio-pMacs (Figure 2F). An A2a antagonist (SCH58261) had an inhibitory effect on thio-pMacs, but not on BMDMs, whereas antagonists of A1 (DPCPX) and A3 (VUF5574) had no effect on thio-pMacs or BMDMs. *Adora2a*^*−/−*^ thio-pMacs lost their ability to upregulate the expression of *Nr4a1* and *Thbs1* genes in response to the apoptotic cell supernatant (Figure 2G), confirming the essential role of the A2a receptor in this process. These results confirmed that adenine nucleotides released from apoptotic cells were converted to adenosine, which in turn activated macrophages by binding to adenosine receptors.

### Caspase-dependent accumulation of AMP

Apoptotic cells are reported to release ATP (Elliott et al., 2009), and AMP can be generated from ATP by ectonucleotide pyrophosphatase/phosphodiesterase (E-NTPDase) (Bours et al., 2006). To examine whether these events were involved in the apoptotic supernatant activity, the release of adenine nucleotides from apoptotic cells was followed over time. W3 cells were treated with FasL, and aliquots of the culture supernatant were collected at different time points and analyzed by LC-MS. As shown in Figure 3A, healthy cells secreted low levels of AMP, whereas FasL-induced apoptosis caused a gradual increase of AMP in the supernatant. At 2 hr after the addition of FasL, the AMP level had increased to more than 4 μM in a culture of 1.0 × 10^7^ cells/ml. The concentration of ADP also increased, but was less pronounced compared with that of AMP. In contrast, at 2 hr the concentration of ATP was substantially lower, 40 nM or 40 pmoles per 10^7^ cells. In various apoptosis systems, the intracellular ATP level is reported to remain high (Eguchi et al., 1997; Bossy-Wetzel et al., 1998). However, the intracellular concentration of ATP in the FasL-treated W3 cells rapidly decreased, whereas the concentrations of ADP and AMP concomitantly increased (Figure 3B), suggesting that AMP was directly released from apoptotic cells. Exogenously added ATP was slowly degraded in the supernatant of FasL-treated W3 cells (Figure 3—figure supplement 1) providing additional support that AMP was released directly from the apoptotic cells, and not extracellularly converted from ATP. When mouse thymocytes in a culture of 1 × 10^8^ cells/ml were treated with FasL for 90 min to induce apoptosis in approximately 70% of the cells (8% were PI positive), the culture supernatant was found to contain 3.5 μM AMP, whereas the supernatant of healthy cells cultured for 1 hr contained approximately 0.2 μM AMP (Figure 3C). Consistent with our finding using W3 cells, the levels of ATP and ADP in the FasL-treated thymocyte were 40 and 100 times lower than that of AMP, respectively. These results further suggest that AMP was directly released from primary thymocytes undergoing apoptosis.

**Figure 3.**
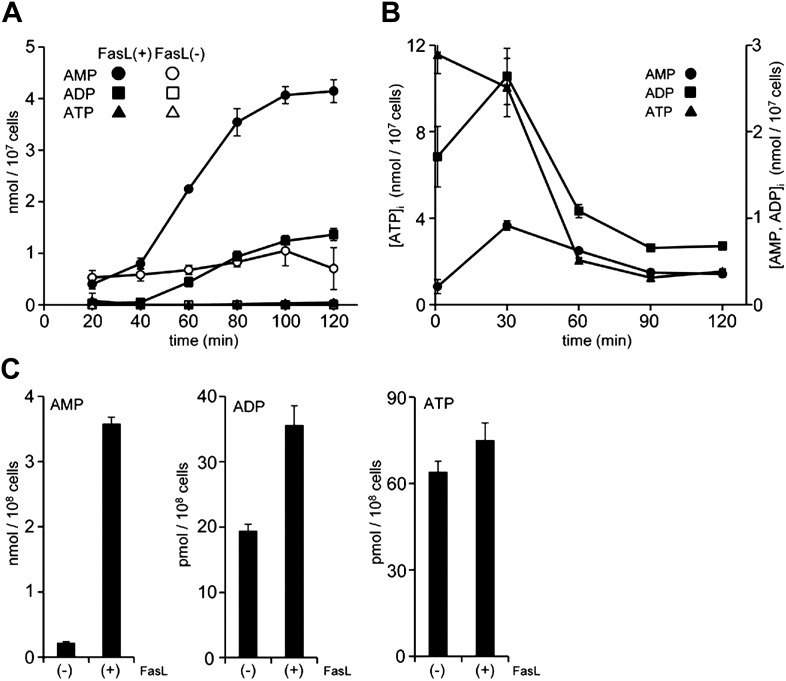
Release of adenine nucleotides from apoptotic cells. (**A** and **B**) W3 cells were treated with (●,■,▲) or without (○,□,△) 120 units/ml FasL, and the concentrations of AMP (○,●), ADP (□,■) and ATP (△,▲) in the supernatant (**A**) and cells (**B**) were determined by LC-MS or HPLC analysis at the indicated times. (**C**) Mouse thymocytes were treated with (+) or without (−) 120 units/ml FasL for 90 min, and the concentrations of AMP, ADP, and ATP in the supernatants were determined. Experiments were performed in triplicate, and the average values are plotted with SD (bars). The treatment of cells with FasL and quantification of adenine nucleotides were repeated at least twice, and representative data are shown. **DOI:** http://dx.doi.org/10.7554/eLife.02172.006

**Figure 3—figure supplement 1.**
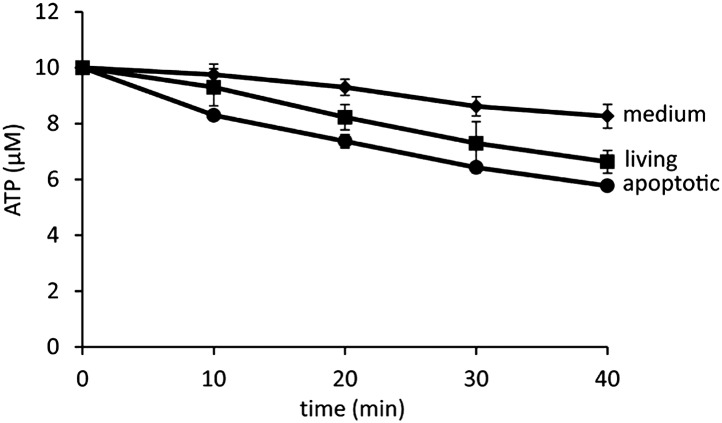
Minimal degradation of ATP in the apoptotic cell supernatant. ATP was exogenously added to the supernatants of FasL-treated or FasL-untreated W3 cells at a final concentration of 10 μM. At the indicated times, ATP was quantified in triplicate using the luciferase system as described in ‘Materials and methods’, and the average values are plotted with SD (bars). **DOI:** http://dx.doi.org/10.7554/eLife.02172.007

### Pannexin 1-dependent release of AMP from apoptotic cells

The AMP release from FasL-treated W3 cells was suppressed by a caspase inhibitor, Q-VD-OPh, in a dose-dependent manner (Figure 4A). Chekeni et al. (2010) reported that Pannexin 1 is cleaved by caspase in apoptotic cells and mediates the release of ATP from these cells. Pannexins are a family of plasma membrane channel proteins consisting of 3 members (Baranova et al., 2004). W3 cells and thymocytes expressed *Panx1*, but not *Panx2* or *Panx3* (Figure 4—figure supplement 1). A synthetic derivative of glycyrrhetinic acid (CBX, carbenoxolone), an inhibitor of Pannexin and Connexin channels (D’Hondt et al., 2009), inhibited the release of adenine nucleotides (AMP, ADP, and ATP) from FasL-treated W3 cells, whereas gadolinium chloride (GdCl_3_), an inhibitor of the maxi-anion channel, failed to inhibit their release from the apoptotic cells (Figure 4A). Mouse Pannexin 1 contains a caspase 3 recognition sequence (Asp-Ile-Ile-Asp) at amino acids 375 to 378. Therefore, we established W3 cells expressing wild-type or caspase-resistant Pannexin1 (Figure 4—figure supplement 2). As shown in Figure 4B, W3 transformants expressing wild-type Pannexin 1 released significantly higher levels of adenine nucleotides than the parental W3 cells upon FasL treatment. The caspase 3 recognition sequence of Pannexin 1 was then mutated to a caspase-resistant sequence (Ala-Ile-Ile-Ala). When W3 cells were transformed with the caspase-resistant form of Pannexin 1, the transformants completely lost their ability to release adenine nucleotides following FasL treatment (Figure 4B), indicating that the caspase cleavage of Pannexin 1 was required for the release of adenine nucleotides. Co-culturing BMDM with FasL-treated W3 cells upregulated the *Thbs1* gene expression in BMDMs (Figure 4C), this was not observed when the W3 cells were transformed with the caspase-resistant form of pannexin1. Furthermore, *Panx1*^*−/−*^ thymocytes exhibited reduced AMP release following FasL treatment compared with similarly treated wild-type thymocytes (Figure 4D). Incomplete inhibition of the AMP release by the *Panx1*^*−/−*^ thymocytes may have been due to the expression of connexins in mouse thymocytes, or because a significant fraction of the thymocytes had undergone secondary necrosis (data not shown). These results indicated that caspase activation resulted in the opening of Pannexin 1 channels, leading to AMP release.

**Figure 4.**
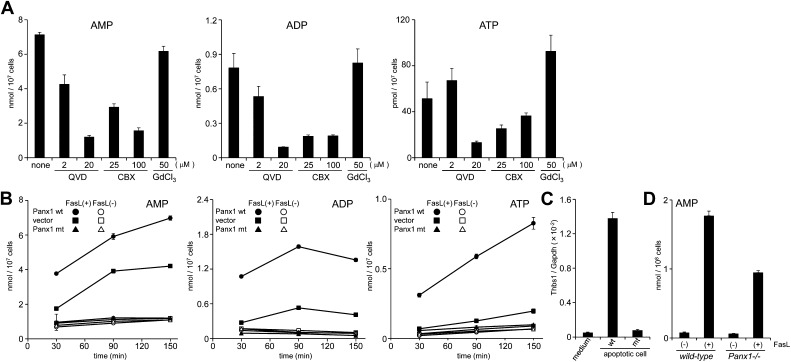
Pannexin 1-dependent release of adenine nucleotides from apoptotic cells. (**A**) After pre-treatment with the indicated concentrations of Q-VD-OPh (QVD), carbenoxolone (CBX), or GdCl_3_ for 20 min, W3 cells were incubated with 120 units/ml FasL for 90 min. The AMP, ADP, and ATP concentrations in the supernatants were determined by LC-MS. (**B**) W3 cells transformed with empty pMXs vector (■,□), or with vectors bearing wild-type (wt) (●,○) or caspase-resistant mutant (mt) (▲,△) Pannexin 1 were treated (■,●,▲) or not treated (□,○,△) with 120 units/ml FasL, and the concentrations of adenine nucleotides in the supernatants were determined at the indicated times. (**C**) The parental W3 cells (wt) and W3 cell transformants expressing caspase-resistant form of pannexin 1 (mt) were treated with 30 units/ml FasL for 30 min, added to BMDMs, and incubated for 1 hr. The *Thbs1* mRNA level in BMDMs was then determined by real-time RT-PCR. (**D**) Thymocytes from *Panx1*^*+/+*^ or *Panx1*^*−/−*^ mice were incubated with (+) or without (−) 120 units/ml FasL, and the concentration of adenine nucleotides in the supernatants were determined at the indicated times. Experiments were performed in triplicate, and the average values are plotted with SD (bars). All experiments were repeated at least twice, and the representative data are shown. **DOI:** http://dx.doi.org/10.7554/eLife.02172.008

**Figure 4—figure supplement 1.**
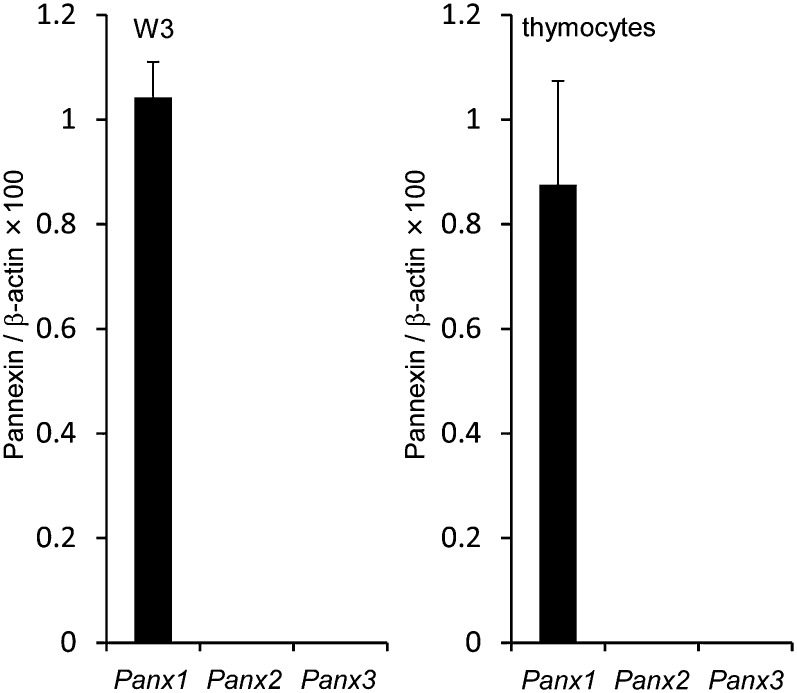
*Panx* mRNA expression in W3 cells and mouse thymocytes. *Panx1*, *Panx2,* and *Panx3* mRNA expression in W3 cells and mouse thymocytes was quantified in triplicate by real-time RT-PCR. The average values for each mRNA are expressed as relative values to β-actin mRNA with SD (bars). **DOI:** http://dx.doi.org/10.7554/eLife.02172.009

**Figure 4—figure supplement 2.**
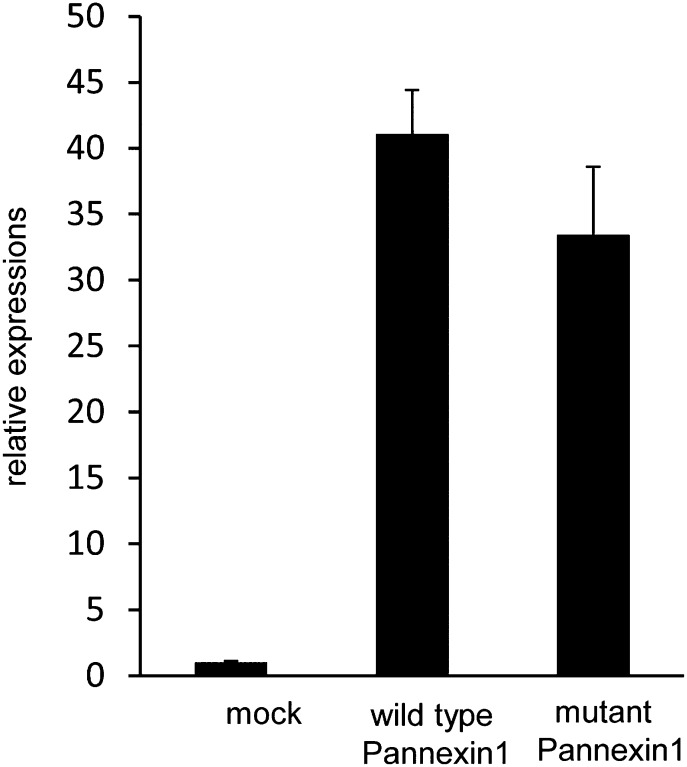
Expression of wild-type and caspase-resistant Pannexin 1 in W3 cell transformants. Expression plasmids containing wild-type and mutant *Panx1* genes were introduced into W3 cells. The *Panx1* mRNA levels in each transformant were quantified in triplicate by real-time RT-PCR. The average *Panx1* mRNA levels were normalized to the endogenous *Panx1* mRNA, and expressed as ‘relative expression’ against the endogenous *Panx1* with SD (bars). **DOI:** http://dx.doi.org/10.7554/eLife.02172.010

### Adenosine-mediated immunosuppression

The above results suggested that the AMP released from apoptotic cells is converted to adenosine by macrophages, and stimulates a set of genes in macrophages via activation of adenosine receptor. Among adenosine receptors, the A2 receptors are known to exert an anti-inflammatory effect on macrophages (Sitkovsky and Ohta, 2005). To confirm that AMP could exert a similar effect on macrophages, mouse resident peritoneal macrophages were treated with zymosan, a glucan that stimulates macrophages via TLR2 (Takeuchi et al., 1999), in the presence or absence of AMP. As shown in Figure 5A, zymosan-stimulated macrophages to produce TNFα, a classic pro-inflammatory cytokine, and MIP-2 (CXCL-2), a critical chemokine for neutrophil migration. The production of these factors was significantly suppressed by the presence of AMP.

**Figure 5.**
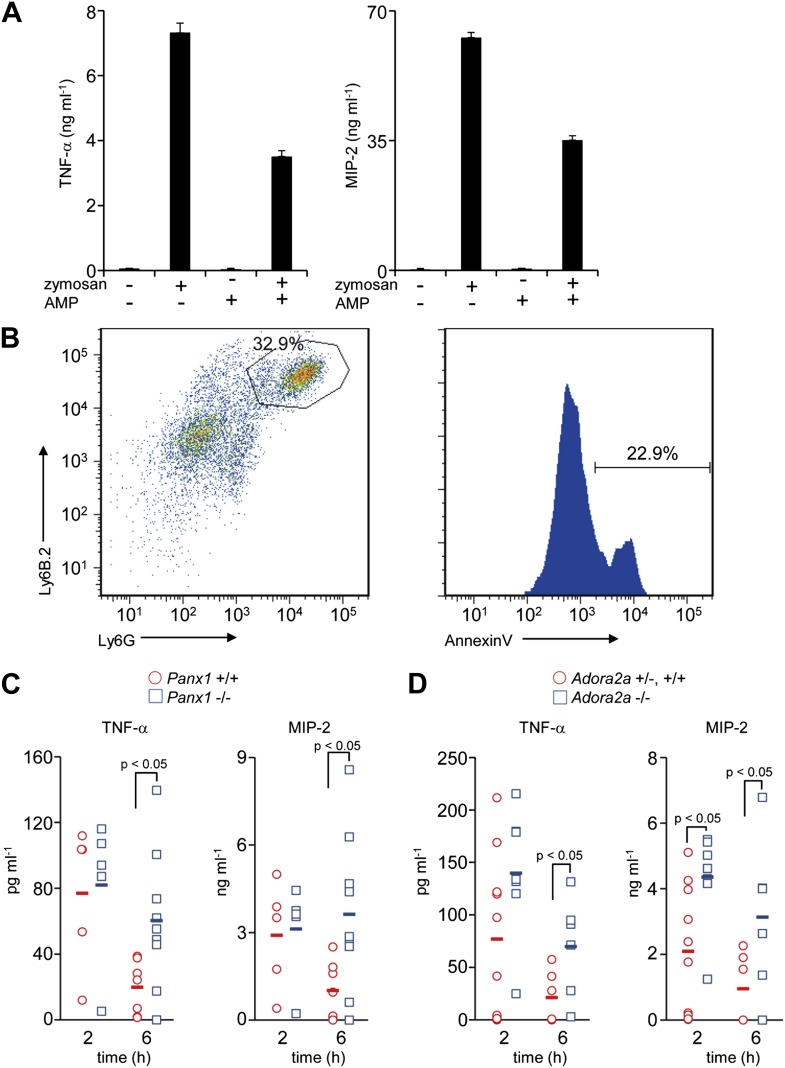
Immunosuppressive function of Pannexin 1 and A2a adenosine receptor in a mouse peritonitis model. (**A**) Mouse resident peritoneal macrophages were incubated with 50 μg/ml zymosan A in the presence (+) or absence (−) of 100 μM AMP for 16 hr. The TNFα and MIP-2 levels in the culture supernatant were determined in triplicate by ELISA, and the average values are plotted with S.D. (bars). The experiments were performed at least twice, and representative data are shown. (**B**) Peritoneal cells were collected at 3 hr after the injection of zymosan A (250 mg/kg), and stained with anti-Ly6B.2 and anti-Ly6G antibodies (left panel). Some of the Ly6B.2 and Ly6G double-positive cells (circled in the left panel) were stained with Cy5-labeled Annexin V (right panel). (**C** and **D**) After zymosan injection, peritoneal lavage fluid was collected at 2 hr (n = 5) or 6 hr (n = 7) of *Panx1*^*+/+*^, and at 2 hr (n = 5) or 6 hr (n = 10) of *Panx1*^*−/−*^ littermates (**C**), or 2 hr (n = 10) or 6 hr (n = 6) of *Adora2a*^+/+ or^^+/−^, and at 2 hr (n = 8) or 6 hr (n = 6) of *Adora2a*^*−/−*^ mice (**D**). The TNFα and MIP-2 levels in the fluids were determined by ELISA. The Student’s *t* test was used for the statistical analysis, and the p values are shown. **DOI:** http://dx.doi.org/10.7554/eLife.02172.011

We next examined the role of AMP secretion from apoptotic cells using the zymosan-induced peritonitis model (Cash et al., 2009). 3 hr after the injection of zymosan particles into the mouse peritoneal cavity, 30% of the peritoneal cells were Ly6B.2 and Ly6G double positive, and 20% of the double-positive cells were Annexin V positive, indicating that neutrophils had infiltrated into the cavities and undergone apoptosis (Figure 5B). 2 hr after the injection of zymosan-particles, the levels of TNFα and MIP-2 in the peritoneal lavage were comparable between the wild-type and *Panx1*^*−/−*^ mice. However, by 6 hr the levels of these inflammatory mediators in the peritoneal cavity remained high in *Panx1*^*−/−*^ mice, but had returned to normal in the wild-type mice (Figure 5C). These results indicated that Pannexin 1 was required to quickly resolve the zymosan-induced peritonitis. Consistent with the results from *Panx1*^*−/−*^ mice, the levels of inflammatory mediators in *Adora2a*^*−/−*^ peritoneal lavage fluids were greater than those in the *Adora2a*^*+/+*^ or *Adora2a*^*+/−*^ lavage at 6 hr after zymosan injection (Figure 5D). Taken together, these results suggested that apoptotic neutrophils released adenosine nucleotides, most likely AMP, through Pannexin 1 channels during acute peritoneal inflammation. The secreted AMP was, in turn, converted to adenosine by macrophages, leading to the activation of adenosine A2a receptor and the upregulation of *Nr4a* and *Thbs1* gene expression, ensuring the rapid resolution of peritonitis.

## Discussion

Adenine nucleotides act not only as intracellular energy carriers but also as extracellular signaling molecules (Bours et al., 2006). For instance, extracellular ATP regulates the microglial response to brain injury via P1 or P2 purinergic receptors (Davalos et al., 2005), and adenosine modulates sleep–wake cycles via A2a adenosine receptor (Urade et al., 2003). Although the release of adenine nucleotides mainly occurs by exocytosis (Pascual et al., 2005), it is also mediated by transport via channel proteins. Connexins, which form gap junctions, can serve as hemichannels, and allow ATP to exit (Cotrina et al., 1998; Spray et al., 2006). Pannexins, which carry 4 transmembrane regions with intracellular N- and C-terminal tails, are structurally similar to connexins and also form hemichannels (Yen and Saier, 2007). Various physiological and pathological stimuli such as Ca^2+^-influx, shear stress, and apoptotic cell death, can cause Pannexin 1 channels to open, allowing the passage of molecules smaller than 1.0 kDa (D’Hondt et al., 2009). Chekeni et al. (2010) recently showed that in the early stages of apoptosis, caspases cleave Pannexin 1 resulting in the release of ATP, which can serve as a ‘find me’ signal to attract macrophages.

In this study, we found that AMP was present at 30- to 100-fold higher concentrations than ATP in the culture supernatants of apoptotic thymocytes and a T cell line. The ATP concentration in healthy cells is approximately 10–50 times higher than that of AMP. However, when cells undergo apoptosis, ATP is quickly hydrolyzed to AMP, while its generating system is inactivated by caspases (Ricci et al., 2004). The caspase-cleaved Pannexin channel also contributes to the cellular loss of ATP by allowing ATP to exit cells through the plasma membrane. Thus, the AMP found in apoptotic cell supernatants could have been extracellularly converted from ATP by E-NTPDase. However, the ability of apoptotic or healthy W3 cell supernatants to hydrolyze ATP was very low, suggesting that E-NTPDase was not responsible for the accumulation of AMP in the apoptotic cell supernatants. Thus, it is possible that AMP generated intracellularly in apoptotic cells was released from through these channels.

The engulfment of apoptotic cells is a silent process that does not activate inflammation (Nagata et al., 2010; Ravichandran, 2011). Since macrophages ingesting apoptotic cells produce TGFβ or IL-10 that inhibits the production of inflammatory cytokines (Voll et al., 1997; Fadok et al., 1998; Lucas et al., 2006), this interaction and/or engulfment was thought to be responsible for the anti-inflammatory effect. Furthermore, Köröskényi et al. (2011) recently reported that macrophages engulfing apoptotic cells released adenosine to suppress inflammation. In contrast, we show here that apoptotic cells secrete AMP, which is converted to adenosine, resulting in macrophage activation via adenosine receptors, followed by the upregulation of *Thbs*1 and *Nr4a* gene expression. When the apoptotic cells could not release AMP due to the expression of caspase-resistant form of pannexin 1, the *Thbs1* gene expression was not up-regulated. Furthermore, the AMP released from the resident peritoneal macrophages engulfing apoptotic cells was significantly smaller than that released from apoptotic cells (HY, and SN, data not shown). These results suggest that the contribution of the interaction of apoptotic cells with macrophages to anti-inflammatory effect may not be great. Thbs1 is the major activator of TGFβ (Crawford et al., 1998), whereas Nr4a family members inhibit the expression of proinflammatory cytokines such as TNFα, IL-8, and IL-6 in macrophages (Bonta et al., 2006), by recruiting a repressor complex to their promoter (Saijo et al., 2009). Thus, this may be one mechanism that suppresses inflammation during the apoptosis process.

The conversion of AMP to adenosine is catalyzed by CD73, an ecto-5’-nucleotidase, expressed on the surface of endothelial and immune cells (Deaglio and Robson, 2011). CD73-null mice spontaneously develop autoimmune diseases such as glomerulitis and peritubular capillaritis, accompanied by enhanced inflammation (Blume et al., 2012). They are also susceptible to polymicrobial sepsis induced by cecal ligation and puncture, and exhibit increased mortality and systemic inflammation (Hasko et al., 2011). Our results suggest that the substrate for CD73 in these models may be AMP released from apoptotic cells. If AMP cannot be converted to adenosine in the absence CD73, then activation of the immune system in response to the ‘danger signal(s)’ released from apoptotic cells would not be opposed.

We conclude that apoptotic cells themselves contribute to the ‘anti-inflammatory’ nature of the engulfment process by secreting AMP as an immunosuppressive ‘calm-down’ signal. Depending on the types of cells and apoptotic stimuli, intracellular ATP levels remain high (Bossy-Wetzel et al., 1998; Eguchi et al., 1997; Zamaraeva et al., 2005) or rapidly decreases (Gleiss et al., 2002; Vander Heiden et al., 1999) during apoptosis. It will be interesting to study whether this mechanism impacts various types of inflammation that are accompanied by apoptosis.

## Material and methods

### Mice and reagents

C57BL/6J mice were purchased from Japan SLC. *Adenosine receptor A2a (Adora2a)* knockout mice (Chen et al., 1999) were from Dr Jian-Fan Chen (Boston University School of Medicine). *Pannexin 1* knockout mice (*Panx1*^*tm1a(KOMP)Wtsi*^) were purchased from the University of California at Davis’ KOMP Repository (http://www.komp.org/). All mice were housed in a specific pathogen-free facility at Kyoto University, Graduate School of Medicine. The committee of Kyoto University, Graduate School of Medicine, approved our study (Reference Number: Med Kyo 12,107). The leucine-zipper tagged soluble human Fas ligand (FasL) was prepared as described previously (Shiraishi et al., 2004). One unit of FasL was defined as the dilution that gives a half-maximum response with W3 cells, mouse WR19L cells expressing mouse Fas (Watanabe-Fukunaga et al., 1992).

Adenosine deaminase, apyrase, DNase I, RNase A and proteinase K were purchased from Calbiochem (Germany), New England BioLabs (Ipswich, MA), Takara Bio (Japan), Ambion (Austin, TK), and Merck (Germany), respectively. A caspase inhibitor, N-(2-Quinolyl)valyl-aspartyl-(2,6-difluorophenoxy)methyl Ketone (Q-VD-OPh) was from R&D Systems (Minneapolis, MN). Adenosine, AMP, ADP, and ATP were from Nacalai (Japan). Cytidine, inosine, guanine, hypoxanthine, uridine, guanosine, taurine, UMP, CDP-choline CMP, and α, β-methyleneadenosine 5′-diphosphate (AOPCP) were from Sigma (St. Louis, MO). Antagonists for A1 (8-cyclopentyi-1,3-dipropylxanthine), A2a (SCH58261), A2b (Alloxazine), and A3 Adenosine receptor (VUF5574) were from Sigma. Carbenoxolone, an inhibitor of Pannexin channel, was purchased from Sigma. Gadolinium chloride hexahydrate (GdCl_3_^.^6H_2_O), an inhibitor of maxi anion channel, was from Aldrich (St. Louis, MO).

### Preparation of macrophages

For mouse bone marrow-derived macrophages (BMDMs), bone marrow cells from female C57BL/6J mice at 8 weeks of age were treated with Buffer EL (Qiagen) to remove red blood cells, and cultured for more than 7 days with DMEM containing 10% FCS supplemented with 5% supernatant of CMG14-12 cells producing mouse M-CSF (Takeshita et al., 2000). For thioglycollate-elicited peritoneal macrophages (thio-pMacs), mice were injected i.p. with 3% thioglycollate (Sigma). Peritoneal excudate cells were obtained 4 days later, and cultured in DMEM containing 10% FCS. For resident peritoneal macrophages (rpMacs), mouse peritoneal cells were cultured at 37°C for 2 hr in RPMI1640 containing 10% FCS on 12-well plates. Adherent cells were washed once with fresh medium, and used as rpMac.

### Treatment of macrophages with apoptotic cells or cell supernatant

W3 cells were treated at 2 × 10^6^ cells/ml with human FasL at 37°C for 30 min, washed, re-suspended at a concentration of 1 × 10^7^ cells/ml with RPMI containing 1% FCS, and further incubated for 60 min at 37°C. At this stage, 94% cells were Annexin V-positive and PI-negative. The same treatment without FasL generated about 3% Annexin V-positive cells. The culture supernatant of W3 cells was recovered, 0.5 ml-aliquots were added to mouse BMDMs (2 × 10^5^ cells) or thio-pMacs (5 × 10^5^ cells) in a 12-well microtiter plate. To study the effect of apoptotic cells, the FasL-treated W3 cells (5 × 10^6^) were washed, re-suspended in RPMI containing 1% FCS at a concentration of 1 × 10^7^ cells/ml, and added to BMDMs. After incubation at 37°C for 1 hr, the macrophages were washed with PBS, and total RNA for RT-PCR was prepared by using RNeasy mini kit (Qiagen). To study the effect of zymosan on the gene expression, rpMacs (6 × 10^5^ cells) in a 12-well plate were treated with 50 μg/ml of zymosan and 100 μM AMP for 16 hr.

The fractionation of the supernatant of apoptotic W3 cells was carried out with a 10 kDa cutoff (MWCO) ultrafilter (Amicon Ultra, Millipore).

### Microarray analysis, real time RT-PCR, and ELISA

For microarray analysis, RNA was amplified and labeled using GeneChip 3’ IVT Express Kit (Affymetrix, Santa Clare, CA), and the labeled probe was used for hybridization to a Mouse Genome 430 2.0 Array GeneChip (Affymetrix). The hybridized signals were detected with an Affymetrix Agilent Microarray scanner, and the array image was analyzed with Microarray Analysis Suit Version 5.0 (Affymetrix).

Real-time RT-PCR was performed with LightCycler 480 instrument (Roche, Indianapolis, IN) after total RNA was reverse transcribed by High Capacity RNA-to-cDNA kit (Applied Biosystems, Foster City, CA). Following primers were used: 5′-ATGCCTCCCCTACCAATCTTC-3′ and 5′-CACCAGTTCCTGGAACTTGGA-3′ for *Nr4a1*; 5′-TCACCTCCGGTGAGTCTGATC-3′ and 5′-TGCTGGATATGTTGGGTATCATCT-3′ for *Nr4a2*; 5′-GGTGCTGCAGAATGTGAGGT-3′ and 5′-GCTGGAACCGTTCACCACGT-3′ for *Thbs1*; 5′-AGCAGGCATCTGAGGGCCCA-3′ and 5′-GAGAGCAATGCCAGCCCCGG -3′ for *Gapdh*; 5′-TGTTACCAACTGGGACGACA-3′ and 5′-CCATCACAATGCCTGTGGTA -3′ for *β-actin*; 5′-CATTGGGCCACAGACCTACT-3′ and 5′-CAAGGGAGAGAATCCAGCAG-3′ for *Adora1*; 5′-CTCTTCTTCGCCTGCTTTGT-3′ and 5′-AATGACAGCACCCAGCAAAT-3′ for *Adora2a*; 5′-CCTTTGCCATCACCATCAG-3′ and 5′-GTGTCCCAGTGACCAAACCT-3′ for *Adora2b*; 5′-TCAGCCTGCAAGTCAAGATG-3′ and 5′-CAGCAAAGGCCCAAGAATAG-3′ for *Adora3*; 5′-GCCAAGAGTGCTCGAGATTT-3′ and 5′-TTCAGGACGCCTGATTTGAT-3′ for *Panx1*; 5′-CAAGAAGGCCAAGACTGAGG-3′ and 5′-CAGGATGGTGAGAGGGTCAG-3′ for *Panx2*; 5′-CCTCAGCTCTGACCTGCTGT-3′ and 5′-GAGGAGTAAGAGGGCGTTCC-3′ for *Panx3*. The amount of specific mRNA was normalized to *Gapdh* or *β-actin* mRNA for each individual sample.

TNFα and MIP-2 levels were measured by ELISA kit from BioLegend and R&D Systems, respectively, according to the manufacture’s instruction.

### Identification of metabolites in the apoptotic cell supernatant

W3 cells (2 × 10^6^ cells/ml) were treated with 30 units/ml human FasL for 30 min, washed, re-suspended at a concentration of 1 × 10^7^ cells/ml in serum-free RPMI medium supplemented with ITS-X (insulin, transferrin and selenous acid; Invitrogen, Carlsbad, CA), and further incubated for 1 hr. The supernatant was subjected to LC-MS analysis in Kazusa DNA Research Institute (Japan), using an Agilent 1200 liquid chromatography system (Agilent technologies, Santa Clare, CA) connected to a Finnigan LTQ Orbitrap XL mass spectrometer (Thermo Fisher Scientific, Waltham, MA). The chromatography was performed at a constant flow rate of 0.5 ml/min with 3–95% linear gradient of acetonitrile in 0.1% formic acid, using a TOSOH TSKgel ODS-100V column (TOSOH, Japan).

Data were analyzed according to a molecular formula calculation in following databases: ExactMassDB (http://webs2.kazusa.or.jp/mfsearcher/exmassdb/), KEGG (http://www.genome.jp/kegg/), KNApSAcK (http://kanaya.naist.jp/KNApSAcK/), Flavonoid Viewer (http://www.metabolome.jp/software/FlavonoidViewer/) and LipidMAPS (http://www.lipidmaps.org/).

### Quantification of adenosine and adenine nucleotides by LC-MS

For quantification of extracellular or intracellular adenine nucleotides, W3 cells (1 × 10^7^ cells/ml) or thymocytes (1 × 10^8^ cells/ml) from 6- to 8-week-old mice were treated with 120 units/ml human FasL at 37°C in RPMI containing 1% FCS. After centrifugation at 1700×*g* for 4 min, the supernatant of the thymocytes was extracted by chloroform and methanol to remove lipids and proteins, lyophilized and reconstituted with distilled water. The LC-MS analysis was performed using a LC-MS system (Alliance/ZQ-4000, Waters, Milford, MA). Samples were separated at 45°C with Cosmosil-PAQ column (2.0 mm × 250 mm; Nacalai) using 1–45% acetonitrile gradient at a flow rate of 0.2 ml/min, and compounds were detected using negative electrospray ionization. The concentration of adenosine, AMP, ADP and ATP was determined by comparing the peak areas with those of standards. In some cases, adenine nucleotides were quantified by HPLC using a Gilson PLC2020 system equipped with a COSMOSIL-PAQ column (Nacalai). The HPLC was performed using acetonitrile gradient (1–45% acetonitrile in 30 min) in the presence of 1 mM dihexyl ammonium acetate (Tokyo Chemical Industry, Japan) at a flow rate of 1 ml/min. ATP level was also quantified by luciferase assay system.

### Transformation of mouse W3 cells with Pannexin 1-expression vector

A full-length cDNA for mouse *Panx1* (GenBank accession number NM_019482.2) was prepared by RT-PCR from mouse BMDMs, and its authenticity was verified by DNA sequencing. The caspase-recognition sequence, Asp-Ile-Ile-Asp, at amino acid position 375–378 in mouse Panx1 was mutated by recombinant PCR to Ala-Ile-Ile-Ala. The cDNA was Flag-tagged at the C-terminus, and introduced into the pMXs-puro retroviral vector (Kitamura et al., 2003). Human 293T cells were co-transfected with the pMXs-puro expression vector, together with pEF-gag-pol and pE-Ampho (Takara Bio). 2 days later, the amphotropic retrovirus in the culture medium was concentrated by centrifugation at 6000×*g* for 16 hr, and used to infect W3 cells in the presence of 10 μg/ml polybrene. Transformants were selected in medium containing 1.0 μg/ml puromycin. To confirm the expression of mouse Panx1, the cells were permeabilized with 0.3% saponin, and stained with FITC-conjugated anti-Flag M2 (Sigma), followed by a flow cytometry with FACSCalibur (BD Bioscience, San Jose, CA).

### Zymosan-induced peritonitis

Zymosan-induced peritonitis was performed essentially as described (Cash et al., 2009). In brief, female mice (n = 5–10 per group) at 8–12 weeks of age were injected *i.p.* with zymosan A particles (250 mg/kg, 0.5 ml saline). Peritoneal lavage fluid was harvested with 5 ml PBS containing 1% FCS at 2 or 6 hr after the injection. Cells and residual zymosan particles were removed by centrifugation at 900×*g* for 4 min. Mice were grouped randomly, and studied without being blinded.

To detect apoptotic cells, peritoneal cells were suspended in PBS containing 2% FCS, incubated on ice with 1 mg/ml of biotinylated anti-Ly6B.2 (AbD Serotec, UK), followed by the incubation with 2 μg/ml PE-Cy7-labeled streptavidin (BD Pharmingen) and 5 μg/ml FITC-labeled anti-Ly6G (1A8; BD Pharmingen). After washing with Annexin V binding buffer, cells were stained with 2000-fold diluted Cy5-labeled AnnexinV (Biovision, Milpitas, CA) and 500 nM Sytox blue (Invitrogen) and analyzed by flow cytometry.

How the deposited data were processed for this re-analysis (not part of the article)

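RNA from mouse BMDMs kept for 1 hr with medium or with the supernatant of FasL-treated W3 cells was hybridized to an Affymetrix array of the mouse genome, 1 array per condition. The values the authors deposited are MAS5 signals, an intensity per probe set on a linear scale, scaled by a single factor per array. The submitters' processing notes and the paper's methods both name this software, and no further scaling, filter or genome build is given in the sources used here. Detection calls were not used here. Conditions came from the sample labels, and both columns of the table were mapped.

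Probe sets were named from the annotation table of the array. It gave 34958 probe sets a single gene and 932 several genes, and 9211 of the 45101 probe sets were not listed in it. Symbols were looked up through the Entrez gene identifier in the mouse RefSeq gene table of assembly GRCm38.p6 for 34754 probe sets, and 0 of them changed. A probe set given to several genes was used for no gene. No coordinates are printed, since the sources used here name no genome build. Some genes of the lists, among them adenosine receptors, had no probe set with a single name and are not reported here.

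The computation used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9. For each gene the probe set with the highest mean signal was taken, signals under the floor of 38.4 were set to it, and the log2 ratio of supernatant to medium was computed. A gene counts as measured when at least 1 array is above the floor. Ratios over 10-fold were also counted on probe sets with the signals as deposited, after the threshold in the legend of Figure 1A. With 1 array per condition no test was run, and no p-value or error is given. As a stand-in for replicate spread when settings are compared, the SD of the difference in log2 ratio between probe sets of the same gene, divided by the square root of 2, was 0.29 over 5196 genes. It covers disagreement between probe sets on these arrays and no biological or array-to-array error. Signals correlated across probe sets above the floor on both arrays with r = 0.987 on the log2 scale, and probe sets are not independent replicates.

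Genes were named by a rule set before the data were examined. It takes the genes of Fig. 1A, the other genes the paper names, the 15 genes with the largest floored ratio upward and the 10 with the largest downward, and up to 4 members per list with the largest floored difference. The values in Fig. 1A had been seen by then. The lists were also fixed then. They cover immediate early genes, cAMP and CREB target genes, pro-inflammatory cytokines and chemokines, NF-kB feedback and target genes, anti-inflammatory mediators, the type I interferon response, adenosine and purine nucleotide handling, apoptotic cell recognition and engulfment, MAP kinase phosphatases and the Sprouty family, growth factors, the TGF-beta pathway, cholesterol synthesis, serum response factor targets, heat shock and stress, glycolysis and hypoxia, the cell cycle, macrophage identity, and housekeeping genes. The others hold markers of T cells, neutrophils, dendritic cells, B cells, mast cells, stromal cells and erythroid cells. Several lists share members, for example 7 between the cAMP and CREB list and the anti-inflammatory list. For lists with 5 or more measured members, the median was placed among 10000 random lists of the same size matched on mean signal.

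The alternatives were other scalings (median-centred, quantile normalized, and loess with a span of 30%), other treatments of dim signals (no floor, a floor of 76.8, a floor of 10.0 from the median of the receptor probe sets, and the floor added as a pseudocount) and other choices of probe set (the mean of all probe sets of a gene, and only probe sets without the _s, _x or _a suffix). Leaving the genes of Fig. 1A out of the lists, and placing their medians again, was added after the data were seen. The steps were tested on simulated data, 2 arrays made from the medium signals with 200 bright genes altered by a known fold. At the 2-fold threshold 50 of 50 genes made 8-fold higher were called, with a median recovered fold of 8.67, and 50 of 50 made 3-fold higher, with a median of 3.47. Of those lowered to 0.125 of their signal 50 of 50 were called, of those lowered to 0.333 49 of 50, with median ratios of 0.15 and 0.36, and of 10910 unaltered genes 0. The simulated noise was set by hand, so this checks the steps and says nothing of the error of the real arrays.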

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

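The test of the other Mycn probe sets and the test of probe sets that pass the 10-fold threshold only before flooring were chosen after the results were seen.

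Of the 15 genes with the largest floored ratio upward, 7 are not discussed in the paper. Ptgs2, the inducible cyclooxygenase, was 9.10-fold higher with apoptotic cell supernatant than with medium, and its other probe set at least 1.57-fold. Dusp5, a phosphatase of ERK, was 8.75-fold higher (152 and 1331). Fosb was at least 7.95-fold higher, from a medium signal under the floor to 305. Gm6377 was 7.62-fold higher (432 and 3297), on a probe set with the _x suffix. Olr1, a scavenger receptor for oxidized LDL, was at least 6.45-fold higher. Atp2b4, a plasma membrane calcium pump, was 6.04-fold higher. Cxcl3 was 5.93-fold higher (71.7 and 425). All of these come from 1 array per condition and have no replicate check.

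Mycn was at least 84.0-fold higher on its brightest probe set, a lower bound that was 42.0 with the floor 2 times as high and 2.28 with the mean log2 signal of all probe sets. RNA carried over from W3 T cells would bring other T cell transcripts along, and 0 members of the T cell list were at least 2-fold higher. With Cd3d, Cd3e and Thy1, named after their values were seen, under the floor on both arrays, this argues against carried-over RNA as far as W3 cells hold those transcripts, whose levels in W3 cells were not analysed here. Hybridization of another transcript to the 1 probe set stays open, because the other Mycn probe sets do not exceed a signal of 16.5 with the supernatant, which is under the floor. Induction of Mycn by the supernatant, the explanation the design offers, stays open as a hypothesis beside it.

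Of the deposited signals 814 probe sets were more than 10-fold higher, and of the floored signals 13. Noise of dim probe sets would give about as many 10-fold differences downward. With floored signals 0 were more than 10-fold lower. A floored ratio over 10 needs a signal above 384 and the receptor probe sets reach no more than 62.4, so that count alone does not test noise. The supernatant signals of those 13 ran from 613 to 7584, so they were not dim on that array. The threshold itself selects bright signals, so this range does not test noise either. Variation between arrays is not covered, with 1 array per condition. As deposited 1017 were more than 10-fold lower, which is consistent with noise for the probe sets that pass only before flooring.

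Il1b, Ptgs2 and several chemokines were higher together. Endotoxin or another Toll-like receptor ligand in the supernatant could do this through NF-kB, in which case most of the NF-kB list would be higher. The share of measured members at least 2-fold higher was 22.2%, between the bounds set beforehand of 50% for and 20% against, but it rests on Zc3h12a at 2.00-fold and was 16.7% with the pseudocount and with the mean log2 signal of all probe sets, on the side against, and 25.0% with only probe sets without the suffix, so the test leaves the explanation undecided. Nfkbia and Tnfaip3, named after their values were seen, had ratios of 0.92 and 0.85, and Tnf was lower. An effect of adenosine or another factor from apoptotic cells was not tested here, since the arrays hold no such condition. The paper tested adenosine by RT-PCR for Thbs1 in BMDMs. Adenosine raised this mRNA, and adenosine deaminase abolished the effect of the supernatant on it. Those RT-PCR tests did not cover Il1b, Ptgs2 or the chemokines.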

How the results depend on the processing

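The test that leaves out the genes of Fig. 1A was chosen after the data were seen. No paired analysis was possible because each condition has 1 array and no test was run. Counts depended most on the floor. The number of genes at least 2-fold higher was 115 and lower 101. With no floor they were 1865 and 2116, with the floor at the median of the receptor probe sets 975 and 1158, and with the floor 2 times as high 77 and 27. The number lower was 66 after quantile normalization and 157 with the mean log2 signal of all probe sets. After median-centring the split was 122 and 92, and with loess 131 and 69. Of the 115 higher and 101 lower genes, 115 and 92 were shared after median-centring, 115 and 66 after quantile normalization, 115 and 69 with loess, 75 and 30 with the pseudocount, 82 and 52 with the mean log2 signal of all probe sets and 91 and 81 with only probe sets without the suffix. The number of probe sets more than 10-fold higher, 814 as deposited, was 13 with floored signals. It was 12 with the floor 2 times as high, and 97 among probe sets above the floor on the supernatant array. The matching count downward for the latter setting was 124. The number higher was 846, 920 and 853 when median-centred, quantile normalized and loess corrected. Pro-inflammatory members at least 2-fold lower numbered 1 (Tnf), 0 when median-centred, 0 when quantile normalized, 0 with loess, 0 with the pseudocount, 5 with no floor and 2 with the floor at the median of the receptor probe sets. Growth factors at least 2-fold lower, 0 in the reported setting, were 3 with no floor and 2 with the floor at the median of the receptor probe sets. MAP kinase phosphatase and Sprouty members at least 2-fold higher, 5 as reported, were 3 with the floor 2 times as high and 3 with the pseudocount. For the type I interferon response, members at least 2-fold higher were 0 with the pseudocount and 0 with the mean log2 signal of all probe sets, and members lower were 0 with only probe sets without the suffix. Without the genes of Figure 1A, 5 immediate early genes and 2 anti-inflammatory mediators were at least 2-fold higher. With the mean log2 signal of all probe sets, and with only probe sets without the suffix, 2 growth factors were at least 2-fold higher in place of 3. Purine list members at least 2-fold higher, 1 as reported (P2ry2), were 0 with the floor 2 times as high or only probe sets without the suffix, and 2 with quantile, loess, no floor or the lower floor. Plk2 reversed, with a log2 ratio of 0.69 with the mean log2 signal of all probe sets against -1.73. Its other probe set was under the floor. The mean was taken before flooring, so the reversal comes from that dim probe set. Except there and where a floor sets the number by construction, the cause was not tested. Over the alternatives set beforehand the median log2 ratio of the cAMP and CREB list ran from 0.98 to 1.56, of the immediate early list from 0.80 to 0.88, of the NF-kB list from 0.10 to 0.32 and of the interferon list from -0.43 to -0.23. Il1b has no probe set without a suffix, so it has no value under that choice.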

Differences from the paper's values

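The legend of Fig. 1A describes a list of genes more than 10-fold higher. The paper's list holds about 11 entries in Fig. 1A, read by eye, and 814 probe sets passed that threshold with the signals as deposited. Of the alternatives set before the data were examined, floored signals gave 13 and a floor 2 times as high gave 12, which are within 1.5 times the paper's number. These are probe sets, of which several read the same gene, while the paper lists 1 entry per gene, and at the gene level the floored signals gave 8. The others were not, with 97 among probe sets above the floor on the supernatant array, 846 when median-centred, 920 when quantile normalized and 853 with loess. The floored signals leave out 3 of the paper's 11 entries, those of Zfand3, Hs3st2 and a probe set that the annotation used here does not name. The paper's text states no filter on dim probe sets.

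For Zfand3 the ratio on its brightest probe set was 1.07, and the paper's value is about 13 in Fig. 1A, read by eye. None of the alternatives set before the data were examined reaches it. The values were 1.097 when median-centred, 1.06 when quantile normalized, 1.08 with loess, 1.07 with floored signals and with either other floor, 1.07 with the pseudocount, 1.90 with the mean log2 signal of all probe sets and 1.32 with only probe sets without the suffix. A dimmer probe set of Zfand3, chosen after the values were seen, has a ratio of 13.2, which matches the printed one.

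The ratios printed in Fig. 1A for Mycn, Nr4a1, Nr4a2, Nr4a3, Egr3, Il1b and Hs3st2 match those computed here from the signals as deposited on the brightest probe set. The floored ratios were at least 84.0 for Mycn, 16.0 for Nr4a3 and 4.47 for Hs3st2, and for Hs3st2 the lower bound was 1.19 with the mean log2 signal of all probe sets and it was under the floor on both arrays with only probe sets without the suffix. For Egr2 and Thbs1 the brightest probe set named for the gene alone is another than the one whose signals Fig. 1A prints, and their ratios were 12.2 and 20.9.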

Other observations

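The MAP kinase phosphatases and the Sprouty family, feedback inhibitors of MAP kinase signalling, had 5 of 14 measured members at least 2-fold higher with apoptotic cell supernatant and a median log2 ratio of 0.77. Dusp5, Dusp1, Dusp2 (2.17-fold), Spry1 (2.14-fold) and Dusp14 (2.09-fold), the last named after its value was seen, were these members. Of 9 measured growth factors 3 were higher, Vegfa (1.91-fold on its other probe set), the cytokine Osm (4.15-fold) and Csf1 (2.82-fold, on 1 of its 4 probe sets above the floor), while the list's median was -0.24. Cd83, a surface protein of maturing dendritic cells, was 4.26-fold higher (753 and 3210), the 1 such member of 5 measured dendritic cell markers. In the purine list, P2ry2, a receptor for ATP and UTP, was at least 2.52-fold higher (9.44 and 96.8), a bound under 2-fold with the floor 2 times as high, and Nt5e, the ecto-5′-nucleotidase, read 72.4 and 141. Adora3 lay near the floor (35.3 and 44.9), and Panx1 read 699 and 716. The purine list of 15 measured genes had a median of 0.015. Among 20 engulfment genes Mertk, a receptor that binds Gas6 and Protein S, was 2.23-fold higher (471 and 1050), and 19 were within 2-fold. Mfge8 read 930 and 908 and Gas6 2721 and 2568, while Timd4 and Stab2 were under the floor on both arrays.

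Other groups differed little. No member was 2-fold apart in 13 cholesterol synthesis genes (median 0.005), 13 serum response factor targets, 15 cell cycle genes (-0.02) or 13 housekeeping genes (-0.05). Gapdh, used by the paper to normalize RT-PCR, had a ratio of 0.96, and Actb 0.97. In 19 macrophage identity genes (median -0.02) only Mertk was 2-fold apart under the reported setting. Of 16 heat shock and stress genes (median 0.025) Hspa1b was 2.75-fold higher and Gadd45a 2.25-fold lower, the latter under 2-fold with the pseudocount. Of 14 glycolysis and hypoxia genes (median -0.04) and 13 TGF-beta pathway genes (median -0.05) 1 each was higher, Vegfa and Thbs1. Smad6 was 1.68-fold lower. The 5 measured neutrophil markers had a median of 0.42 and the 5 T cell markers -0.48, with signals mostly near the floor. Of the B cell markers 3 were measured, and of the mast cell, stromal and erythroid markers 1 each, and none was 2-fold apart.

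By the labels and methods the control medium held more serum than the supernatant. Serum response factor targets had a median log2 ratio of -0.019, and 0.01 when median-centred. A test set beforehand took this median as bearing on serum as the source of the higher immediate early genes, but it is void, since more serum in the control would raise those genes in the control, opposite to what was measured.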
